A study of Mus musculus with 9 samples. Its data were reported in "MYC-driven synthesis of Siglec ligands is a glycoimmune checkpoint" (2023).

How the data were processed

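RNA was measured in 9 libraries of a murine T cell acute lymphoblastic leukaemia (T-ALL) line in which doxycycline lowers a human MYC transgene. Per the labels, cells were harvested after 48 hours of mock treatment (MYC on), 20 pg/mL doxycycline (MYC intermediate) or 500 pg/mL doxycycline (MYC off), with 3 libraries per group. Polyadenylated RNA was copied to cDNA with oligo(dT) priming and made into libraries with a kit that does not mark the strand. The submitters' processing notes name cutadapt 1.16, STAR 2.5.4b, featureCounts and the mm10 genome. The annotation release and the strand setting of the counting are not stated.

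The authors deposited 1 table per library with 53380 rows, of which 1 is the human transgene (hMYC) and the others are mouse genes. The deposited raw counts per gene were whole numbers with a different total in each library. A deposited score column held reads per kilobase, that is counts over gene length with no scaling for depth. The deposited FPKM values were this score divided by a total that exceeded the summed counts 2.23 to 2.3 times. The deposited TPM values were the score scaled to 1 common total per library, and a deposited fraction column gave the rank of each gene within its library. The comparisons used the counts, and the other columns served to check the files. No table held a row that names no gene. GENCODE release M21 of the same genome build matched 53274 gene identifiers and supplied symbols, biotypes and positions.

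Totals ran from 18705516 to 39678799 counts per library. A level of 0 was given with the limit that 3 counts allow (0.0756 to 0.16 CPM in 1 library, where CPM are counts relative to the library total). These limits cover counting error only, since reads amplified by PCR without molecular tags are not independent molecules. The p-values measure only the spread between these libraries, because the labels do not say whether replicates were separate cultures. Every change is relative to the library total, and the amount of RNA per cell was not measured.

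Counts were tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16, with TMM scaling and the default count filter, which kept 14098 genes. All 9 libraries entered 1 fit with group as the term and no replicate block, and 3 contrasts were taken. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes were called at an adjusted p under 0.01. A positive log2 fold change means higher in the group named first. Glycosylation genes were also required to pass an absolute log2 fold change of 1.5. DESeq2 1.42.0 served as an alternative. A further contrast set MYC intermediate against the mean of MYC on and MYC off on the log2 scale. The position of MYC intermediate was log2(on/intermediate) over log2(on/off), for genes called between MYC on and MYC off with an absolute log2 fold change above 1, so that 0 is the MYC on level and 1 the MYC off level. Replicate numbers were checked as pairs by correlating deviations from the group means over 9201 genes. Same-numbered libraries of MYC on and MYC off deviated together (r = 0.42, 0.28 and 0.25 for replicates 1 to 3), those of MYC on and MYC intermediate (0.14, −0.21 and −0.18) and of MYC intermediate and MYC off (0.38, 0.01 and 0.09) only in part. The data thus pair MYC on with MYC off, though the labels do not say what a number marks, and a fit with a replicate block is given beside the results it changes. Single genes were also compared with an exact two-sided permutation test on log2 CPM, which cannot go below 0.1 with 3 libraries against 3.

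Gene lists were written by hand from textbook knowledge: 42 lists with 1660 genes, of which 1372 were tested and 3 symbols found no match. They cover glycosylation, growth, metabolism, cell cycle, T cell, immune, death and stress genes and markers of other cell types. The glycosylation lists hold 298 genes (198 tested) and are not the study's own list. Lists with at least 5 tested genes were compared with all other genes by camera in limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation of 0.01 between genes, adjusted over the 38 lists and called at an adjusted p under 0.05. Camera with an estimated correlation and fry, which asks only whether the genes of a list move one way, were run beside it. Each count of list members was also adjusted over the list alone.

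Genes named in the text are, per contrast, up to 10 in each direction with the largest fold change among called genes with a CPM of at least 10 in 1 of the groups and no overlap between the 3 libraries of each group, leaving out predicted genes and pseudogenes. To these were added hMYC and Myc, all 20 sialyltransferases, Spn, every glycosylation gene past both thresholds, and up to 4 called members per list with the largest change and a CPM of at least 5 in 1 group. The groups, contrasts, tests, thresholds, lists, this rule and most alternatives were fixed before the data were examined. A gene outside this rule is said to have been chosen after its values were seen.

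Alternatives changed 1 choice at a time: median-of-ratios scaling, library size alone, no filter, a filter of 1 CPM in 3 libraries, DESeq2, a replicate block, each library left out in turn, only the 6 libraries compared, other thresholds, and the set tests named above. The linear scale of the position, counts thinned to the smallest library, fry as a count of lists and leaving out libraries for hMYC were chosen after seeing the data. The scripts were tested on simulated counts with known changes. In the simulated comparison of MYC on and MYC off over 13863 genes, calls were made for 64.2% of genes changed 1.5-fold, 83.1% of those changed 2-fold and 98.5% of those changed 4-fold, with 2 calls among 13666 unchanged genes.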

Results

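The transcriptome of a murine T-ALL line was measured at 3 levels of a doxycycline-repressed human MYC transgene, to ask how genes, and those of glycosylation in particular, follow the amount of MYC. There were 3 libraries each of MYC on (mock treated), MYC intermediate (20 pg/mL doxycycline) and MYC off (500 pg/mL doxycycline), all harvested at 48 hours. Totals were 20324498, 18705516 and 29349725 counts in MYC on replicates 1 to 3, then 32222479, 27010791 and 28714647 in MYC intermediate and 39678799, 26933496 and 31577738 in MYC off. Mitochondrial transcripts took 0.112% ± 0.00275, 0.122% ± 0.00704 and 0.107% ± 0.00572 of counts in the 3 groups (SD, n = 3 each). Replicates of a group correlated at 0.991 to 0.995 (Pearson's r of log CPM, across genes, which are not independent replicates). The first principal component held 73.3% of the variance and placed MYC intermediate between the other groups.

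The MYC transgene followed the labels. Its level was 1260 ± 75.4 CPM in MYC on, 408.3 ± 23 CPM in MYC intermediate and 3.785 ± 0.454 CPM in MYC off (SD, n = 3 each). MYC intermediate thus held 32.4% of the MYC on level, and MYC on exceeded MYC off 333-fold (log2 fold change 8.41 ± 0.10 SE, edgeR adjusted p = 5.43e-17). The exact permutation p was 0.1 for each pair of groups, the smallest that 3 libraries against 3 can give. Endogenous Myc (ENSMUSG00000022346.15, mm10 chromosome 15, 61985391 to 61990374) had 0 of 254517689 counts over the 9 libraries, which allows a level of up to 0.0118 CPM if reads of the locus could be counted. Such a value was not rare, since 7188 of 21865 protein-coding genes had 0 counts. The family members Mycn and Mycl, chosen after their values were seen, had 0 and 89 counts.

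**Figure D1:**
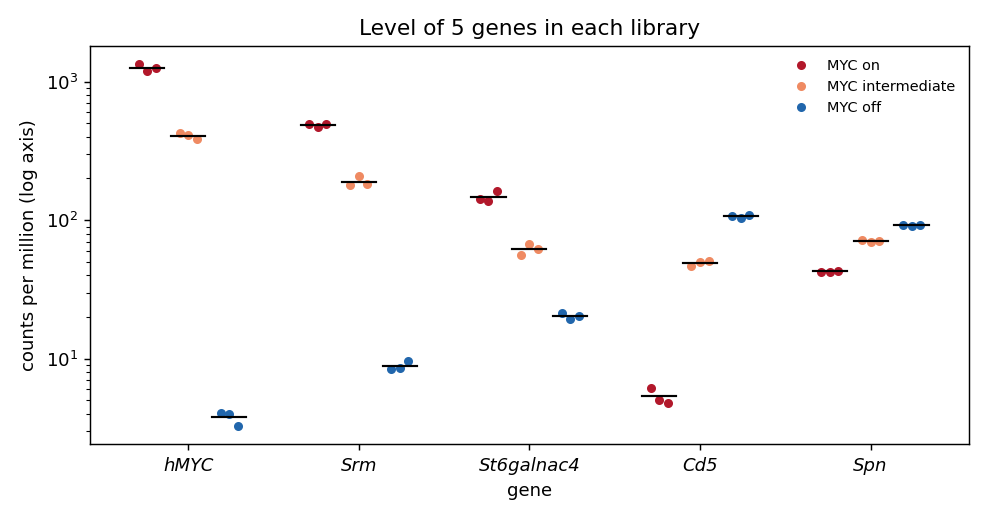
CPM on a log axis for 5 genes, with 1 point per library (n = 3 per group) and a line at each group mean. hMYC, Srm and St6galnac4 fell in steps from MYC on to MYC off (St6galnac4 146.9, 62.17 and 20.45 CPM), while Cd5 and Spn rose.

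Between MYC on and MYC off, Srm was among the genes most raised in MYC on. This gene, which encodes spermidine synthase, had 486.6 CPM in MYC on and 8.855 CPM in MYC off (log2 fold change 5.81 ± 0.08 SE, adjusted p = 1.65e-16, edgeR quasi-likelihood test, n = 3 per group). Among the most raised genes were also Spire1, an actin nucleator (6.13 ± 0.155), Ccdc116 (5.53 ± 0.21), Pdia5, a protein disulfide isomerase (5.48 ± 0.23), Bcat1, an aminotransferase of branched-chain amino acids (5.30 ± 0.09), and Gsto1, a glutathione transferase (5.16 ± 0.11). Lingo3, the neurofilament gene Nefh and the convertase gene Pcsk4 had log2 fold changes of 5.23, 4.78 and 4.48. In each of these genes all 3 MYC on libraries lay above all 3 MYC off libraries.

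Of 137 tested ribosome biogenesis genes, 126 were higher in MYC on, 1 was lower and 10 were not called (the same counts when adjusted over the list alone). The nucleolar genes Gnl3 (3.83 ± 0.07 SE), Mybbp1a (3.45 ± 0.07) and Nat10 (3.39 ± 0.08) and the RNA polymerase I subunit gene Polr1b (4.07 ± 0.07) led the list. Its median log2 fold change was 1.33 (camera adjusted p = 4.85e-29), and the call held with an estimated correlation (adjusted p = 0.0415). Among 81 ribosomal protein genes 79 were higher and 0 lower (79 and 0 adjusted over the list alone), with a median of 1.44 and with Rpl12 (2.77), Rps27a (2.11) and Rpl5 (2.10) among them. Camera gave adjusted p = 1.5e-18 for this list, against adjusted p = 0.318 with an estimated correlation. Many ribosomal protein genes have near-identical processed copies, so that the split of reads between them is uncertain. Of 66 tRNA synthetase and translation factor genes 62 were higher and 0 lower (63 and 0 adjusted over the list alone), among them the initiation factor gene Eif1a (2.64) and the valyl-tRNA synthetase gene Vars (2.10). Their median was 0.88 (camera adjusted p = 4.96e-18, adjusted p = 0.0982 with an estimated correlation).

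Nucleotide, polyamine, glycolysis and lipid synthesis lists were higher in MYC on. Nucleotide and one-carbon genes were higher in MYC on in 36 of 46 cases and lower in 3 (36 and 3 adjusted over the list alone), including Shmt1, which feeds serine carbon into the folate pool (3.98 ± 0.06 SE), the folate carrier gene Slc19a1 (3.39) and Mthfd1 (2.81). The median was 1.07 (camera adjusted p = 1.9e-11, adjusted p = 0.0953 with an estimated correlation). In the polyamine, methionine and amino acid list 21 of 32 genes were higher and 4 lower (21 and 5 adjusted over the list alone), among them Odc1, the rate-limiting enzyme of polyamine synthesis (2.15 ± 0.07), and Mtap (2.38). Its median of 0.80 had a camera adjusted p = 2.07e-05 (adjusted p = 0.0953 with an estimated correlation). Glycolysis genes were higher in 18 of 26 cases and lower in 3 (20 and 3 adjusted over the list alone), with Ldha, lactate dehydrogenase, at 6797 CPM against 3010 CPM (1.21 ± 0.08). The median was 0.73 (camera adjusted p = 0.000709, adjusted p = 0.402 with an estimated correlation). Of 29 cholesterol and fatty acid synthesis genes 23 were higher and 2 lower (23 and 2 adjusted over the list alone), such as Lss (1.88) and the fatty acid synthase gene Fasn (1.66), with a median of 0.72 (camera adjusted p = 8.97e-07, adjusted p = 0.0953 with an estimated correlation).

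Lists of the mitochondrial ribosome, nuclear oxidative phosphorylation, chaperonins and the proteasome were also higher in MYC on. For the mitochondrial ribosome and import 78 of 100 genes were higher and 1 lower (78 and 1 adjusted over the list alone), led by C1qbp, a matrix protein gene (3.12 ± 0.07 SE), and the chaperonin gene Hspd1 (2.92 ± 0.09). The median was 0.77 (camera adjusted p = 2.75e-15, adjusted p = 0.24 with an estimated correlation). Nuclear genes of oxidative phosphorylation were higher in 45 of 75 cases and lower in 1 (47 and 1 adjusted over the list alone), with Atp5g1 (1.91), Uqcr11 (1.28) and cytochrome c, Cycs (1.08), in front. Their median of 0.48 had a camera adjusted p = 7.89e-06 (adjusted p = 0.521 with an estimated correlation). Of 27 chaperonin and HSP90 genes 23 were higher and 2 lower (24 and 2 adjusted over the list alone), among them Fkbp4 (2.06) and Cct6a (1.87), with a median of 0.89 (camera adjusted p = 1.68e-08, adjusted p = 0.235 with an estimated correlation). Proteasome genes were higher in 27 of 36 cases and lower in 1 (27 and 1 adjusted over the list alone), with Psmd7 at 1.21 and Psme3 at 1.04 and a median of 0.41 (camera adjusted p = 5.73e-06, adjusted p = 0.339 with an estimated correlation).

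The 3 T cell lists were lower in MYC on. Cd5 and Cd6, coreceptors that dampen T cell receptor signals, had 5.343 and 37.06 CPM in MYC on against 106.5 and 611.5 CPM in MYC off (log2 fold changes −4.29 ± 0.095 and −4.00 ± 0.08 SE). Of 36 genes of the receptor complex and coreceptors, 34 were lower and 1 higher (34 and 1 adjusted over the list alone), including the receptor alpha constant gene Trac (−2.54 ± 0.07) and Cd2 (−3.09 ± 0.13). The median was −1.08 (camera adjusted p = 1.09e-12, adjusted p = 0.0953 with an estimated correlation). In the list of maturation, egress and activation 34 of 46 genes were lower and 2 higher (34 and 2 adjusted over the list alone), with the transcription factor gene Tox (−3.67), Gimap1 (−3.05), the early activation marker Cd69 (−2.99) and the homing receptor gene Ccr7 (−2.74). Its median of −1.27 had a camera adjusted p = 2.6e-09 (adjusted p = 0.0817 with an estimated correlation). Of 15 early T cell and Notch target genes 10 were lower and 1 higher (11 and 1 adjusted over the list alone), among them the recombinase gene Rag2 (−1.48), the lineage factor genes Bcl11b (−1.30) and Gata3 (−1.26) and, in the other direction, Mef2c (1.28). The median was −0.69 (camera adjusted p = 0.00171, adjusted p = 0.0982 with an estimated correlation).

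Strongly lowered genes outside the lists were Hsd11b1, which activates glucocorticoids inside cells (−4.60 ± 0.11 SE), the unconventional myosin gene Myo1f (−3.97 ± 0.11), Pglyrp2 (−3.95 ± 0.13), Spsb1 (−3.92 ± 0.16), the ATP-gated channel gene P2rx7 (−3.90 ± 0.13), Tespa1, which acts in thymocyte selection (−3.86 ± 0.08), and Tmem151b (−3.66 ± 0.11). All 3 MYC on libraries lay below all 3 MYC off libraries in each.

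The lists of interferon response, checkpoints, apoptosis regulators and immediate-early genes were lower in MYC on as well. Interferon response genes were lower in 30 of 44 cases and higher in 5 (30 and 5 adjusted over the list alone), with the nucleic acid sensor genes Zbp1 (−2.97 ± 0.08 SE) and Ddx58 (−1.97 ± 0.10) and the guanylate-binding protein gene Gbp4 (−2.22 ± 0.095), a member of a family of similar sequences. The median was −0.88 (camera adjusted p = 3.64e-06), and this call held with an estimated correlation (adjusted p = 0.0415). Among 20 checkpoint and innate signal genes 12 were lower and 2 higher (12 and 2 adjusted over the list alone), including Cd47, whose product inhibits phagocytosis (−1.57 ± 0.08), Cd200 (−1.53 ± 0.07) and Lgals9 (−1.53 ± 0.06), with a median of −0.68 (camera adjusted p = 0.00395, adjusted p = 0.0953 with an estimated correlation). Apoptosis regulators were lower in 19 of 35 cases and higher in 6 (19 and 6 adjusted over the list alone), with a median of −0.59 (camera adjusted p = 0.00369, adjusted p = 0.199 with an estimated correlation). The lowered members with the largest changes included 2 inhibitors of cell death, Bcl2 (−4.09 ± 0.27) and Cflar (−1.79 ± 0.06), while the p53 target Aen was higher (1.71 ± 0.085). Of 14 immediate-early and heat shock genes 9 were lower and 1, Hsph1, higher (9 and 1 adjusted over the list alone), with Dusp1 at −1.44 and a median of −1.11 (camera adjusted p = 0.0324, adjusted p = 0.153 with an estimated correlation).

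Cell cycle lists split. Genes of G2/M and mitosis were lower in MYC on in 52 of 62 cases and higher in 1 (53 and 1 adjusted over the list alone), such as Cenpf (−1.08 ± 0.07 SE), the condensin gene Ncapd2 (−1.01 ± 0.055) and the proliferation marker Mki67 (−0.94 ± 0.09). Their median was −0.52 (camera adjusted p = 1.04e-10, adjusted p = 0.0982 with an estimated correlation). Genes of cell cycle exit were also lower, in 18 of 27 cases against 2 higher (18 and 3 adjusted over the list alone), among them the kinase inhibitor genes Cdkn2d (−2.05 ± 0.06) and Cdkn2c (−1.62 ± 0.05), and Txnip (−1.87 ± 0.08). The median was −0.80 (camera adjusted p = 4.7e-05, adjusted p = 0.134 with an estimated correlation). For G1/S and DNA replication 17 genes were higher, 25 lower and 29 not called (18 and 25 adjusted over the list alone), with Ung at 1.25 and Ccnd3 at −1.62, and the list was not called (median −0.01, camera adjusted p = 0.715).

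Other lists were not called between MYC on and MYC off. They were MHC class I and antigen presentation (5 higher and 12 lower of 25, the same adjusted over the list alone, median −0.31, camera adjusted p = 0.0556), lysosome and autophagy (19 and 18 of 59, the same adjusted over the list alone, adjusted p = 0.82), the integrated stress and unfolded protein response (15 and 9 of 37, 16 and 9 adjusted over the list alone, adjusted p = 0.385), the MYC family and partners (6 and 6 of 15, the same adjusted over the list alone, adjusted p = 0.82) and mitochondrial transcripts (3 and 1 of 7, the same adjusted over the list alone, adjusted p = 0.385). The MHC class I list was called without MYC on replicate 1 (camera adjusted p = 0.0484), MYC on replicate 3 (0.0489), MYC off replicate 2 (0.0464) or MYC off replicate 3 (0.048), and with no count filter (0.0201). The amino acid enzyme gene Asns was higher in MYC on (2.07 ± 0.07 SE), as were the lysosomal genes Gusb (1.92) and Lamp2 (1.37), while the protease gene Ctsl was lower (−1.59). Mxd3, an antagonist of MYC, was lower in MYC on (−1.04 ± 0.06), and the ATPase genes Ruvbl2 (1.44) and Ruvbl1 (1.31) were higher.

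Markers of other cell types were sparse. With counts adjusted over each list alone identical, 3 of 3 tested NK and cytotoxic markers were lower in MYC on, among them Gzma (−3.21 ± 0.12 SE) and Prf1 (−3.21 ± 0.17), which cytotoxic T cells also express, in step with the T cell lists. Of 4 stromal and endothelial markers 3 were lower, including Pecam1 (−1.27) and Thy1 (−1.17), which T cells express too. Both lists had under 5 tested genes, too few for camera in the main fit. With no filter the NK and cytotoxic list was called (camera adjusted p = 0.0201, and 0.00634 for MYC on against MYC intermediate). Without MYC intermediate replicate 1, the stromal and endothelial list was called for MYC on against MYC intermediate (0.0456). Tested myeloid markers numbered 5, of which Itgam was lower (−2.46), 1 other was lower and Csf1r was higher (0.38), and the list was not called (camera adjusted p = 0.434). Of 4 B cell markers 1, Ighm, was higher (1.41) and 1 lower, and of 3 erythroid and platelet markers 1, the transferrin receptor gene Tfrc, was higher (1.54).

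In all, 7734 of 14098 genes were called between MYC on and MYC off, 3857 higher and 3877 lower in MYC on, and 1517 and 1229 of these changed more than 2-fold. Of 38 lists 21 were called, 11 higher and 10 lower, and 2 held with an estimated correlation.

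**Figure D2:**
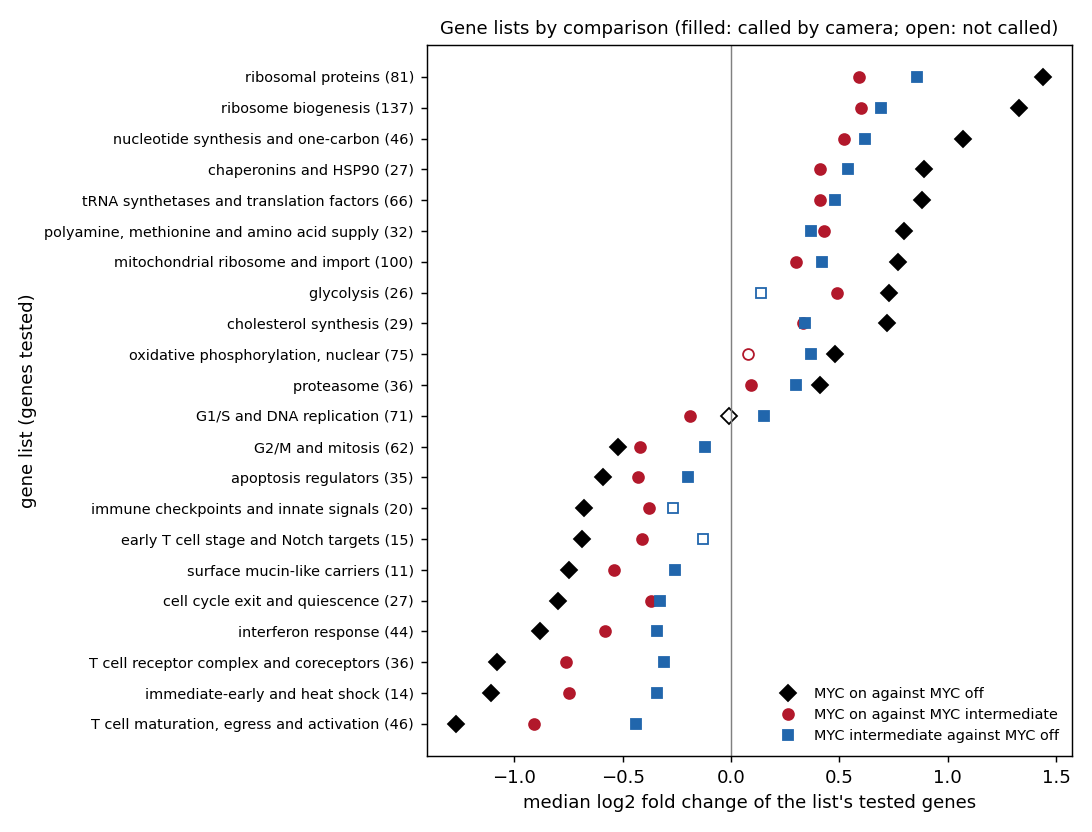
Median log2 fold change of the tested genes of 22 lists for the 3 comparisons, with filled symbols for lists called by camera and open symbols for those not called. Ribosomal proteins (1.44) and T cell maturation (−1.27) marked the ends for MYC on against MYC off, and G1/S genes lay at −0.19 and 0.15 in the 2 steps.

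Glycosylation genes moved in both directions. Of 198 tested, 116 were called between MYC on and MYC off (116 adjusted over the list alone), 72 higher and 44 lower in MYC on. Past a log2 fold change of 1.5, 8 were higher and 3 lower. The raised ones were Kdelc2, a protein glucosyltransferase (3.41 ± 0.24 SE), St6galnac4 (2.88 ± 0.09), the galactosyltransferase gene B4galt2 (2.46 ± 0.13), the N-glycan branching gene Mgat4b (2.12 ± 0.21), the chondroitin synthase gene Chsy1 (2.10 ± 0.29), the xylosyltransferase gene Xxylt1 (1.93 ± 0.11), the mannosyltransferase gene Dpy19l1 (1.84 ± 0.09) and B4galnt2 (1.51 ± 0.34). The lowered ones were Galnt6 (−3.11 ± 0.13) and Galnt10 (−2.44 ± 0.22), which start mucin-type O-glycans, and St8sia1 (−1.69 ± 0.49, adjusted p = 0.00725), which had under 1 CPM in each group. Of the 11, 9 passed in all 20 settings. B4galnt2 dropped out with library size alone, a filter of 1 CPM in 3 libraries, a replicate block or thinned counts, and without MYC on replicate 2, MYC on replicate 3 or MYC off replicate 3. St8sia1 dropped out with that filter, with thinned counts, with only the 6 libraries compared and without MYC off replicate 3. It missed the adjusted p threshold with a replicate block (adjusted p = 0.0118), without MYC on replicate 3 (0.0584), 2 (0.0144) or 1 (0.0181), MYC off replicate 1 (0.0124) or 2 (0.0191) or MYC intermediate replicate 1 (0.0101) or 3 (0.0102), with no filter (0.0342) and with DESeq2 (0.0751). Fut4, chosen because the study followed it, had 26, 7 and 1 counts in the 3 groups and fell under the filter. Without the filter its log2 fold change was 4.74 (edgeR adjusted p = 3.8e-05). For St6galnac4 that fit gave an edgeR adjusted p = 4.1e-248, against 3.55e-13 in the main fit. P-values without the filter are thus not comparable with the main ones. Fut4 also passed both thresholds with DESeq2 (log2 fold change 5.13, adjusted p = 0.00173). It did so too without MYC on replicate 2 and without any 1 library of MYC intermediate or MYC off. Chst10 and Gnpnat1 passed both without MYC off replicate 1 or with thinned counts. Chst10 also passed without MYC on replicate 2, Gnpnat1 without MYC on replicate 3 and St3gal5 without MYC on replicate 1.

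The sialyltransferase family diverged across the 3 MYC levels. St6galnac4 (ENSMUSG00000079442.12, chromosome 2, 32587095 to 32599698), which adds sialic acid to sialylated O-glycans, fell from 147 ± 12.5 CPM in MYC on to 62.2 ± 5.65 CPM in MYC intermediate and 20.4 ± 0.952 CPM in MYC off (SD, n = 3 each). Its edgeR adjusted p was 3.55e-13 between MYC on and MYC off, 1.28e-08 in the step to MYC intermediate and 1.13e-09 in the step from there to MYC off. The exact permutation p was 0.1 for each, the smallest possible. The study chose this gene on these samples, so its change here is not independent evidence. St6galnac2 (1.08 ± 0.20 SE), St3gal4 (0.90 ± 0.09) and St6galnac6 (0.84 ± 0.09), which lies directly behind St6galnac4 on the same strand, were also higher in MYC on than in MYC off. Lower in MYC on were St6gal1, which caps N-glycans (17.1 ± 0.7, 29.9 ± 1.67 and 41.7 ± 0.475 CPM, −1.25 ± 0.08 SE), St8sia4, a polysialyltransferase gene (−1.18 ± 0.10), St3gal2 (−1.16 ± 0.09) and St8sia1. St3gal1 (−0.58), St3gal3 (0.24), St3gal5 (−1.37) and St6galnac3 (−0.52) were not called, and 8 of the 20 members fell under the filter. Adjusted over the list alone, 9 of 12 were called in place of 8. St3gal3 was called without MYC off replicate 1 (0.39, adjusted p = 0.00384), St3gal5 without MYC on replicate 1 (−1.87, 0.00792), and St6galnac3 without MYC off replicate 2 (−0.61, 0.00867) or with library size alone (−0.55, 0.00765). As a list the family was not called (median −0.55, mean −0.15, camera adjusted p = 0.792).

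**Figure D3:**
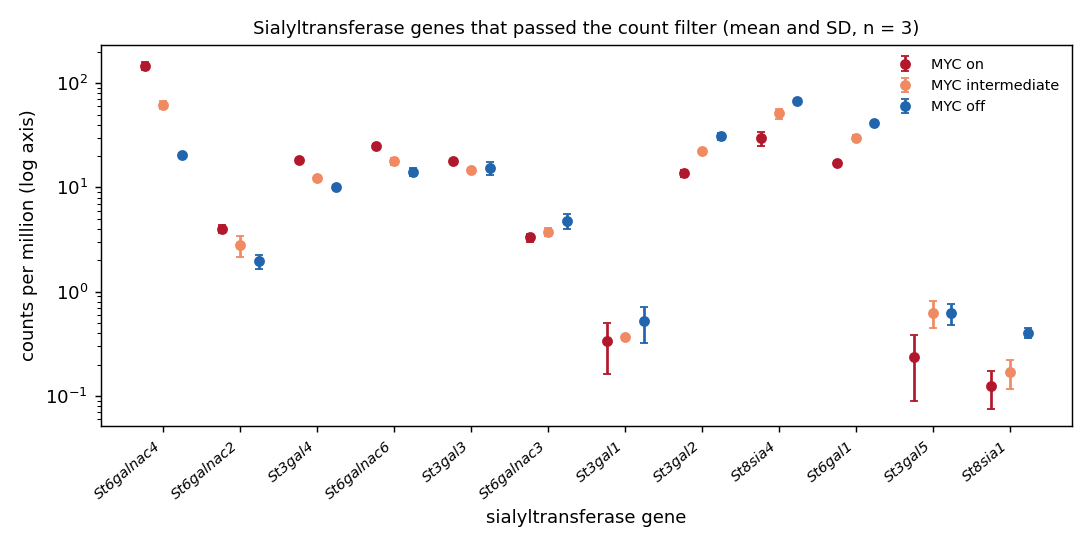
CPM on a log axis, as mean and SD of 3 libraries per group, for the 12 sialyltransferase genes that passed the count filter, ordered by their change between MYC on and MYC off. St6galnac4 stepped down from 147 to 20.4 CPM and St6gal1 stepped up from 17.1 to 41.7 CPM.

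Sialic acid metabolism was not called as a list (3 higher and 4 lower of 14 tested, the same adjusted over the list alone, median 0.08, camera adjusted p = 0.82). Its called members were small in change, with the sialidase genes Neu1 (0.55 ± 0.07 SE) and Neu3 (0.53 ± 0.05) higher and the sialic acid exporter gene Slc17a5 (−0.61 ± 0.08) and Renbp (−0.43 ± 0.08) lower in MYC on. The study saw no significant effect of MYC on sialic acid genes, those of degradation included, whereas Neu1 and Neu3 were called here. None of the other glycosylation lists was called by camera between MYC on and MYC off either. With counts adjusted over each list alone identical, they were O-GalNAc glycans (1 higher and 5 lower of 11, adjusted p = 0.385), N-glycan assembly (13 and 5 of 34, 0.155), N-glycan processing and branching (5 and 2 of 15, 0.385), fucose and Notch O-glycans (5 and 2 of 13, 0.122), galactose, GlcNAc and glycolipid transferases (7 and 3 of 19, 0.24), glycosaminoglycan synthesis (8 and 7 of 24, 0.502), O-mannose, C-mannose and GPI transferases (10 and 4 of 22, 0.106) and nucleotide sugars (16 and 8 of 34, 0.122). The branching enzyme gene Mgat5 was lower in MYC on (−1.32 ± 0.11), and the glucosidase gene Mogs (1.03 ± 0.06), the fringe gene Mfng (1.01 ± 0.07) and Gnpnat1 of hexosamine synthesis (1.47 ± 0.13) were higher.

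Surface mucin-like carriers were lower in MYC on in 7 of 11 cases and higher in 1 (8 and 1 adjusted over the list alone). Spn, the sialomucin CD43, had 42.72 ± 0.487 CPM in MYC on, 71.04 ± 1.28 CPM in MYC intermediate and 91.8 ± 0.885 CPM in MYC off (−1.07 ± 0.06 SE, edgeR adjusted p = 3.72e-10). The study reported an inverse relation of Spn to MYC in its RNA-seq datasets, so the direction here is not independent of that report. Ptprc, the phosphatase CD45 (−1.54 ± 0.05), Cd96 (−2.23 ± 0.09) and Cd52 (−2.28 ± 0.16) were lower too. The median was −0.75 (camera adjusted p = 0.00369, adjusted p = 0.199 with an estimated correlation).

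From MYC on to MYC intermediate, the partial loss of MYC, Cd5 and Cd6 were again among the genes that differed most. Hsd11b1 (−3.53 ± 0.11 SE), Cd5 (−3.22 ± 0.09), Cd6 (−3.05 ± 0.08), Tespa1 (−3.03 ± 0.08), Tox (−2.85 ± 0.095) and the transcription factor gene Etv5 (−2.70 ± 0.10) were among the genes lowest in MYC on. At the other end stood Efhd1 (2.25 ± 0.09) with its antisense gene Efhd1os (2.39 ± 0.16), whose reads cannot be told apart without strand, the Notch ligand gene Jag2 (2.13 ± 0.27), Nptx1 (2.13 ± 0.15), Meikin (2.10 ± 0.12), the metallothionein gene Mt1 (2.00 ± 0.18), Sh3bgrl2 (1.95 ± 0.11) and Fam185a (1.93 ± 0.09). Of 36 receptor complex genes 33 were lower in MYC on and 1 higher (34 and 1 adjusted over the list alone, median −0.76, camera adjusted p = 3.01e-15, adjusted p = 0.075 with an estimated correlation). Ribosome biogenesis genes were higher in 112 of 137 cases and lower in 1 (114 and 1 adjusted over the list alone, median 0.60, camera adjusted p = 9.73e-26, adjusted p = 0.0434 with an estimated correlation). For G2/M and mitosis 51 of 62 genes were lower in MYC on and 0 higher (52 and 0 adjusted over the list alone, median −0.42, camera adjusted p = 7.51e-14, adjusted p = 0.0918 with an estimated correlation).

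In this step 4884 genes were called, 2424 higher and 2460 lower in MYC on, and 427 and 476 changed more than 2-fold. Glycosylation genes were called in 81 of 198 cases (86 adjusted over the list alone), and 1 in each direction passed a log2 fold change of 1.5, Mgat4b (1.501 ± 0.206 SE, at the threshold) and Galnt6 (−2.30 ± 0.13). Of 38 lists 23 were called and 3 held with an estimated correlation, namely ribosome biogenesis, T cell maturation (adjusted p = 0.0452) and interferon response (adjusted p = 0.0434). T cell maturation genes were lower in MYC on in 31 of 46 cases and higher in 1 (32 and 1 adjusted over the list alone), and interferon response genes in 27 of 44 and 2 (27 and 2). The list of O-mannose, C-mannose and GPI transferases, with 7 of 22 genes higher and 2 lower (10 and 3 adjusted over the list alone), was called in this step alone (camera adjusted p = 0.0317, adjusted p = 0.127 with an estimated correlation), though not without MYC intermediate replicate 2 (0.0525). MHC class I genes were lower in 10 of 25 cases and higher in 1 (the same adjusted over the list alone, camera adjusted p = 0.00295, adjusted p = 0.269 with an estimated correlation). Fucose and Notch O-glycan genes, with 5 of 13 higher and 1 lower (the same adjusted over the list alone), were not called (camera adjusted p = 0.0554). They were called with no filter (0.0198) and without MYC on replicate 2 (0.0379), MYC intermediate replicate 1 (0.0306) or 2 (0.0246) or MYC off replicate 1 (0.0469), 2 (0.0353) or 3 (0.0415).

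Nuclear oxidative phosphorylation genes, with 12 of 75 higher and 1 lower (11 and 1 adjusted over the list alone), were not called (median 0.08, camera adjusted p = 0.0817). They were called without MYC on replicate 2 (0.0293) or MYC intermediate replicate 1 (0.000475). The proteasome list, with 7 of 36 genes higher and 2 lower (7 and 1 adjusted over the list alone), was called (camera adjusted p = 0.0379, adjusted p = 0.652 with an estimated correlation). It lost its call without MYC on replicate 1 (0.0983), MYC intermediate replicate 2 (0.0545) or 3 (0.0664) or MYC off replicate 2 (0.0541).

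From MYC intermediate to MYC off, the further loss of MYC, Srm fell most among named mouse genes with at least 10 CPM in either group. Srm (4.46 ± 0.08 SE), Bcat1 (3.88 ± 0.09), Gsto1 (3.84 ± 0.11), Shmt1 (3.10 ± 0.06), the pseudouridine synthase gene Pus7 (3.03 ± 0.08), the aminopeptidase gene Lap3 (3.02 ± 0.10), Nefh (2.95 ± 0.16), Polr1b (2.80 ± 0.07) and the carbonic anhydrase gene Car12 (2.67 ± 0.14) were higher in MYC intermediate. Lower in MYC intermediate were Cdh24 (−1.33 ± 0.14), Myo1f (−1.32 ± 0.08), Vamp1 (−1.28 ± 0.19), the potassium channel gene Kcnh5 (−1.24 ± 0.14), Nlrc3 (−1.17 ± 0.13) and the corepressor gene Tle2 (−1.15 ± 0.22). Ribosomal protein genes were higher in MYC intermediate in 76 of 81 cases and lower in 0 (79 and 0 adjusted over the list alone, median 0.86, camera adjusted p = 2.81e-22, adjusted p = 0.277 with an estimated correlation). Ribosome biogenesis genes were higher in 114 of 137 cases and lower in 1 (119 and 1 adjusted over the list alone, median 0.69, camera adjusted p = 1.19e-38), the 1 list of 20 called that held with an estimated correlation (adjusted p = 0.0301). Receptor complex genes were lower in 26 of 36 cases and higher in 1 (27 and 1 adjusted over the list alone, median −0.31, camera adjusted p = 2e-10, adjusted p = 0.117 with an estimated correlation).

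In this step 3476 genes were called, 2073 higher and 1403 lower in MYC intermediate, and 400 and 103 changed more than 2-fold. With library size alone the calls were nearly even, 1824 higher and 1772 lower. At an adjusted p under 0.05 there were 5241. Glycosylation genes were called in 51 of 198 cases (51 adjusted over the list alone), and 2 passed a log2 fold change of 1.5, Kdelc2 (1.99 ± 0.25 SE) and St6galnac4 (1.64 ± 0.09). Nuclear oxidative phosphorylation genes were higher in MYC intermediate in 33 of 75 cases and lower in 0 (39 and 0 adjusted over the list alone, median 0.37, camera adjusted p = 5.84e-09, adjusted p = 0.45 with an estimated correlation). Glycolysis genes, higher in 8 of 26 cases and lower in 1 (the same adjusted over the list alone), were not called (camera adjusted p = 0.0667). They were called without MYC intermediate replicate 1 (0.0396) or MYC off replicate 2 (0.0282) and with no filter (0.0087).

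The checkpoint list, with 6 of 20 genes lower and 1 higher (7 and 1 adjusted over the list alone), was not called (camera adjusted p = 0.05). It was called with a filter of 1 CPM in 3 libraries (0.0322) and without MYC on replicate 1 (0.0456), 2 (0.0359) or 3 (0.0467), MYC intermediate replicate 1 (0.032) or 2 (0.0405) or MYC off replicate 2 (0.0482) or 3 (0.0448). The early T cell and Notch target list, with 4 of 15 lower and 1 higher (the same adjusted over the list alone), was not called either (0.0568). It was called with library size alone (0.0435), with that filter (0.0322) and without MYC intermediate replicate 1 (0.032). With no filter, N-glycan assembly (0.0142) and the stress response list (0.0168) were called too. Mitochondrial transcripts, with 3 of 7 higher and 0 lower (the same adjusted over the list alone), such as mt-Nd1 (0.95), were called (camera adjusted p = 0.0306, adjusted p = 0.391 with an estimated correlation), though not without MYC off replicate 1 (0.06). Apoptosis regulators (median −0.20, camera adjusted p = 0.0252, adjusted p = 0.277 with an estimated correlation) and immediate-early genes (median −0.34, camera adjusted p = 0.0297, adjusted p = 0.181 with an estimated correlation) lost their calls without MYC off replicate 1 (0.0543 and 0.0599) or MYC intermediate replicate 3 (0.0556 and 0.0811).

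The list of G1/S and DNA replication was called in opposite directions in the 2 steps, with many of its genes not called. Of 71, 34 were lower and 6 higher in MYC on than in MYC intermediate, and 31 were not called (35 and 6 adjusted over the list alone, median −0.19, camera adjusted p = 0.000101, adjusted p = 0.34 with an estimated correlation). In the next step 23 were higher and 3 lower in MYC intermediate than in MYC off and 45 were not called (28 and 5 adjusted over the list alone, median 0.15, camera adjusted p = 0.000514, adjusted p = 0.4 with an estimated correlation). The cyclin gene Ccnd3 and E2f2 instead rose through both steps, from 1918 to 4558 and 6041 CPM and from 279.8 to 566.1 and 757.3 CPM.

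Genes called in both steps nearly always moved in the same direction. Of these 2507 genes 1521 fell and 986 rose as MYC was lowered, where independent lists would share 356.4 and 244.8. Across genes the fold changes of both steps had a covariance of 0.172, against a mean of −0.0191 in 20 simulations of unchanged groups around the shared MYC intermediate libraries. The shared libraries alone thus give a negative covariance. Opposite directions were called for 11 genes, chosen after their values were seen. The replication genes Mcm4 (598.8, 691.8 and 569.7 CPM), Rfc4 and Pole2 and the protease gene Mmp12 were highest at MYC intermediate. Mxd4, an antagonist of MYC (50.8, 40.45 and 65.29 CPM), Podxl2, Ppcdc, Tagap1, Rgs11, Firre and Scarna13 were lowest there. Their number was 36 with a replicate block, 20 with DESeq2, 52 with no filter, 90 at an adjusted p under 0.05, 35 without MYC off replicate 1, 21 without MYC intermediate replicate 3 and 6 without MYC off replicate 2.

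On the log2 scale, genes that MYC lowered had moved further at MYC intermediate than genes that MYC raised. Over 2745 genes the median position was 0.56. It was 0.47 for the 1516 genes higher in MYC on and 0.66 for the 1229 genes lower in MYC on, with SDs between MYC intermediate libraries of 0.01 and 0.017 (n = 3). Ribosome biogenesis genes lay at 0.41 (88 genes), ribosomal protein genes at 0.42 (73), receptor complex genes at 0.70 (20) and T cell maturation genes at 0.72 (24), while hMYC itself lay at 0.19. On the linear CPM scale the order turned, with 0.64 for genes higher and 0.49 for genes lower in MYC on and 0.68 for hMYC. At MYC intermediate 251 genes called between MYC on and MYC off departed from the log2 midpoint. Of those higher in MYC on, 64 lay nearer to MYC on and 14 nearer to MYC off, and of those lower in MYC on, 4 lay nearer to MYC on and 169 nearer to MYC off. This count was 734 with no filter, 391 with a replicate block, 433 with DESeq2 and 656 at an adjusted p under 0.05. It fell to 159 without MYC on replicate 1, 157 without MYC on replicate 2, 121 without MYC intermediate replicate 2 and 158 without MYC off replicate 2.

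**Figure D4:**
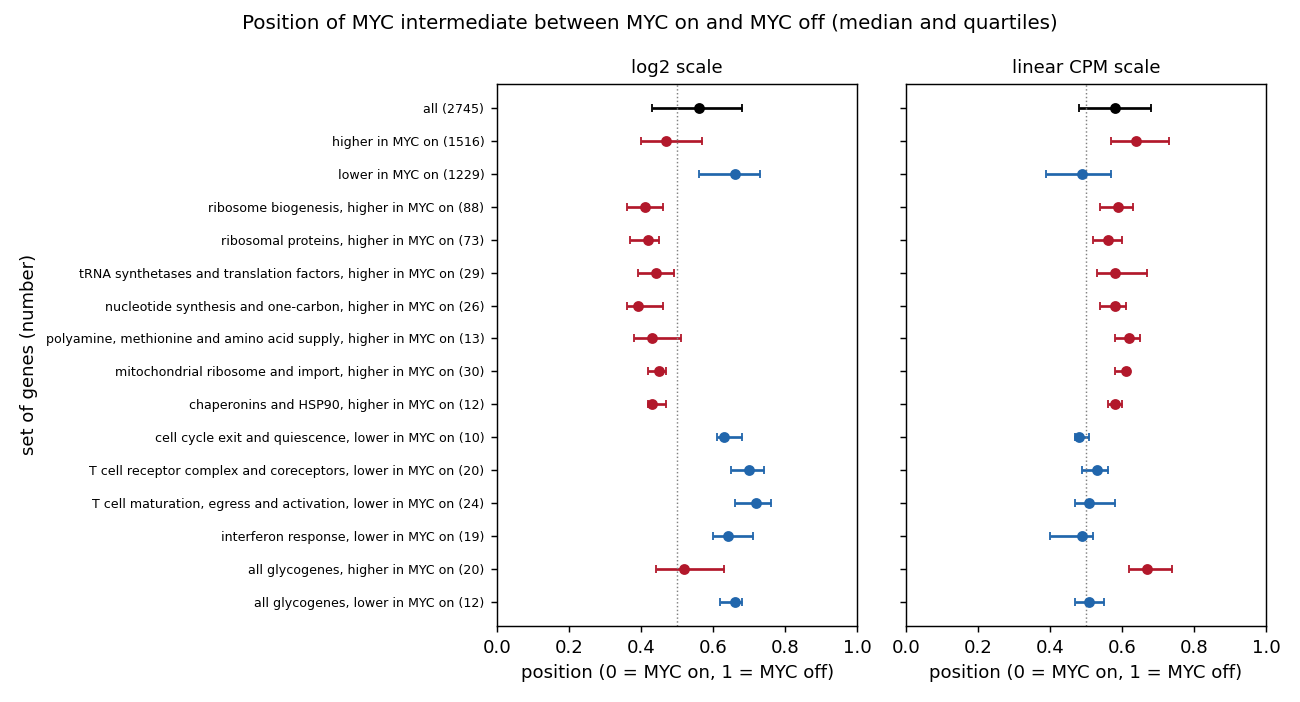
Position of MYC intermediate on the log2 scale (left) and the linear CPM scale (right), where 0 is the MYC on and 1 the MYC off level, as median and quartiles over the genes of each set (number in brackets). Red sets, higher in MYC on, lie left of blue sets, lower in MYC on, on the log2 scale (0.47 against 0.66) and right of them on the linear scale (0.64 against 0.49).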

Values the study reported

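The study reported that expression of more than 8,000 genes differed between the MYC on and MYC off states at an FDR of 0.01. Glycogenes were selected in it at a log2 fold change above 1.5. The study counted 6 glycosyltransferases that rose with MYC, St6galnac4 the most prominent among them. It described the sialyltransferases as a family of 20 enzymes. It saw no significant effect of MYC on genes that make, recycle, degrade or modify sialic acid.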

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

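Fry, the linear scale, thinned counts and leaving out libraries for hMYC were chosen after seeing the data. Across all settings the calls numbered 6880 to 9113 for MYC on against MYC off, 4032 to 6500 for MYC on against MYC intermediate and 2491 to 5241 for MYC intermediate against MYC off (5241 at an adjusted p under 0.05), and 6124, 3469 and 2200 genes were called in every one. The 238 named results gave 3802 values over 16 settings, with 0 reversed, 19 no longer past the threshold (St8sia1, Galnt4, Trbj2-7 and mt-Co1) and 4 newly past it (St3gal3, St3gal5 and St6galnac3), and 230 of 234 calls held throughout. The hMYC ratio was 341 with TMM-scaled CPM and 311 to 347 with 1 library left out. Glycosylation genes past the fold threshold numbered 32 at an absolute log2 fold change above 1. Called lists fell from 21, 23 and 20 to 2, 3 and 1 with an estimated correlation and numbered 36 and 31 by fry for MYC on and for MYC intermediate against MYC off. The median position was 0.55 with no filter or a filter of 1 CPM in 3 libraries, 0.57 over all genes called, 0.58 on the linear scale and 0.54 to 0.56 with 1 library left out. For genes higher in MYC on it was 0.49 with library size alone or all genes called, 0.64 on the linear scale and 0.45 to 0.49 with 1 library left out. For genes lower in MYC on it was 0.63 with library size alone, 0.64 over all genes called, 0.49 on the linear scale and 0.64 to 0.66 with 1 library left out. Genes off the midpoint numbered 734 with no filter, 391 with a replicate block, 656 at an adjusted p under 0.05 and 433 with DESeq2, and 121 (without MYC intermediate replicate 2) to 343 with 1 library left out, also 159 and 157 without MYC on replicates 1 and 2 and 158 without MYC off replicate 2. The causes were not tested. In 5 of 9 libraries the best correlation was with their own replicate number. With a replicate block 7962, 5192 and 3859 genes were called in the 3 comparisons, the list counts stayed at 21, 23 and 20, and of the named genes only St8sia1 lost its call. In the simulation, half-steps of genes with a full change of 1.5-fold were called in 13.4% of cases between MYC on and MYC intermediate. Between MYC intermediate and MYC off 10.4% were called. Of the 13863 simulated genes 13666 were unchanged, which makes the adjusted threshold stricter than in data with many calls. These rates therefore cannot say how many small changes were missed here.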

Other observations

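Pvt1, a noncoding neighbour of Myc chosen after its values were seen, fell with the transgene, from 7.57 CPM in MYC on to 2.32 CPM in MYC intermediate and 0.0969 CPM in MYC off (log2 fold change 6.19 ± 0.36 SE between MYC on and MYC off, edgeR adjusted p = 5.45e-10, n = 3 per group). MYC intermediate held 30.7% of its MYC on level. Its counts over the 3 libraries were 517, 204 and 10.

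Tests of the linear scale and of endogenous Myc were chosen only after the results were seen. On the log2 scale, genes lower in MYC on had moved further at MYC intermediate than genes higher in MYC on, by 0.18 in median position. A scaling offset of the MYC intermediate libraries could also give this gap. A shift of log2(on/intermediate) of −0.132, that is higher values in MYC intermediate, would be needed to make it. Over 1025 genes alike in MYC on and MYC off the shift was −0.012 in the TMM-scaled fit. TMM scaling itself centres the bulk of genes, so this test cannot decide on an offset shared by all genes. With library size alone the median positions were 0.49 for genes higher and 0.63 for genes lower in MYC on. Unequal folds or levels are argued against by 1006 pairs matched on both, in which the gap was 0.16 (bootstrap interval 0.15 to 0.18). The size of the gap still grew with fold. It was 0.15 at an absolute log2 fold change of 1 to 1.5 and 0.33 above 3. A scaling offset remains open. The log scale also remains open as a candidate explanation. On the linear CPM scale the gap was −0.15, which cannot decide this. Moving to that scale raises the position of falling genes and lowers that of rising genes by arithmetic alone. Whether either direction responds to smaller losses of MYC is therefore a question of scale that 3 MYC levels do not settle.

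Endogenous Myc had no counts at any MYC level. Loss of its counts to an overlapping gene is argued against by the annotation, in which 0 genes overlap it. Repression by the transgene's MYC could not be seen to lift, with 0 counts in the 3 MYC off libraries, which held 98190033 counts (a limit of 0.0306 CPM). Its reads may instead have been assigned to the human sequence, where 3.785 CPM remained in MYC off as an upper bound, so that repression and assignment cannot be told apart. A Myc locus masked in the reference was not tested and would leave the 0 counts and their limits without meaning.

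Gene length and GC content may bias lists of short or GC-poor genes, and 3 lists that differed between MYC on and MYC off were compared with 10000 random lists each, matched on these. Ribosomal proteins, at a median of 1.44, stood against means of 0 for length and −0.05 for GC content. Nuclear oxidative phosphorylation, at 0.48, stood against 0.01 and −0.01, and G2/M and mitosis, at −0.52, against −0.03 and 0. Each list lay outside the central 95% of its matched lists, which argues against both as the whole source. The change in MYC remains as a hypothesis for these lists, with the limit that their camera calls were lost with an estimated correlation.

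Other splits of the libraries were counted for each comparison. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each case 1 split, the real one, gave as many. The real splits called 7734, 4884 and 3476 genes and 11 glycosylation genes past both thresholds, and the highest other split called 0 of each. Called lists numbered 21, 23 and 20, against 20, 18 and 19 in the highest other split. Every other split mixes the groups unequally and keeps part of the MYC difference, which its lists may still show. The number of lists called by camera with a preset correlation therefore cannot decide whether the real split stands apart. Of 100 splits of the 9 libraries into 3 groups of 3, only the real one gave as many sialyltransferases called in any comparison (8, highest other 1). This argues against chance as the source of differences between the groups. It says nothing of this family in particular, since 97 of the 99 other splits called 0 genes between the outer groups. Genes off the midpoint (251, highest other 0) and genes called alike in both steps (2507, highest other 0) have no such test: both need called genes, and 97 and 99 of the 99 other splits had 0 of these.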
